A study of Mus musculus with 26 samples. Its data were reported in "Microbiome Influences Prenatal and Adult Microglia in a Sex-Specific Manner" (2018).

How the data were processed

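RNA-seq was performed by the authors on microglia, the resident macrophages of the brain, sorted from mice kept under specific-pathogen-free (SPF) conditions or raised germ-free (GF), that is, without any microbiota. The labels place 26 samples in 10 groups, defined by stage (E14.5, E18.5 or adult), microbiota status and, from E18.5 on, sex. Per the labels, the embryonic libraries were made with a Smart-seq2 type protocol from small amounts of RNA. Each replicate was a pool of sorted cells.

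The authors aligned the reads to the mouse mm10 genome with STAR and assigned them to GENCODE genes with featureCounts. The deposited count table holds raw counts per gene, with no normalization. The deposited CPM table holds counts per 1000000 reads (CPM), which the authors computed with edgeR for genes detected in at least 1 of its columns. A further column of the CPM table gives the length of each gene in bases, as the authors counted it. Whether the counting used the strand of the reads is not stated, so overlapping and antisense genes are uncertain.

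A column was used where its name matched a group with no more columns than samples. This held for 12 columns, 3 each for E14.5 SPF, E14.5 GF, E18.5 SPF female and E18.5 SPF male. The other 33 columns of per-sample values were not used in any step, because their groups had more columns than samples and their names carry no replicate number. The E18.5 GF and adult groups, and 11 of the 14 comparisons that the design implies, were therefore not analysed here. Libraries are numbered 1 to 3 within a group in table order, and the number is only a name.

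The count table as used here has 35117 complete rows, which cover chromosomes 1 to 12 and chromosome 13 up to a gene start of 82.7 Mb, and its last row is incomplete and was left out. The CPM table has 44697 genes on all chromosomes. The 33615 genes in both tables gave each library's total, as the median of count over CPM for genes with at least 1000 counts. With these totals 100% of the CPM values came out as whole reads, equal to the counts for every shared gene. The remaining 1502 genes of the count table had 0 counts in all 12 columns. Totals ranged from 5157205 to 14435558 reads per library, of which the count table holds 69.1% to 70.9%. The smallest level that 3 counts can show was 0.208 to 0.582 CPM. Intervals on single-library values are 95% Wilson intervals, and like the floors they cover counting error only, since the reads carry no molecular identifiers.

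The main test was the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) on the deposited counts, with whole-library totals, TMM factors and genes kept by filterByExpr. All libraries of a stage entered a fit with a mean per group and no covariates. The comparison of stages used all 12 libraries and set the average of the 2 E18.5 SPF groups against E14.5 SPF. Following the criteria in the study's methods, a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, a fold change above 1.5 and an average of at least 25 CPM over the means of the groups compared. Standard errors of log2 fold changes are the log2 fold change divided by the square root of F. Since the count table stops within chromosome 13, the same test was also run on the whole reads recovered from the CPM table for all chromosomes. Genes on X and Y that check the sex labels were tested with limma 3.58.1 on log2(CPM + 1), for genes with a mean of at least 1 CPM. Their differences are on that scale, which understates the change of low genes.

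Gene sets were written down before the data were examined and tested with camera at a preset inter-gene correlation of 0.01, over 6 sets in 2 comparisons. Single values were compared with two-sided exact permutation tests, which cannot go below 0.1 for 3 libraries against 3. Named genes followed a rule fixed before the data were examined. It covers Ly86 and Aoah, the genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty as a check of sex, and in each comparison the 3 largest rises and the 3 largest falls among genes that passed all criteria with CPM ranges that did not overlap. Genes named outside this rule were chosen after their values were seen. Gene types, GC content and transcript sequences come from GENCODE release M21 on the same genome build, where 16513 of 16559 genes tested at E14.5 had a GC value.

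The tests were tried on simulated data drawn from the real means, library sizes and dispersions, with 200 genes changed. All changed genes were drawn from those with a mean of at least 25 CPM. Each gene was simulated independently, so variation shared between genes was left out. For E14.5 GF against SPF, 57 of the 100 genes changed by a log2 value of 1 and 100 of the 100 changed by 2 were recovered among 11438 genes tested, with 7 false calls in 164. For E18.5 SPF females against males the numbers were 93 and 100, with 11 false calls in 204 among 11498 genes, and for the stages 83 and 100, with 13 false calls in 196 among 13926 genes. These shares hold for 200 changed genes and do not carry over to comparisons with few changed genes.

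Alternatives fixed before the data were examined covered normalization (RLE factors, library size alone), the test (DESeq2 1.42.0, edgeR exact test), the filter, the libraries in the fit, the criteria and leaving out each library in turn. Recovered reads, limma on log2(CPM + 1) or log2(CPM + 0.1), and a covariate for reads in silent gene families were added after the data were seen. Reads of silent gene families are those assigned to 1737 olfactory, vomeronasal, trace amine and bitter taste receptor and keratin-associated protein genes.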

Results

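Sorted microglia from SPF and GF embryos were profiled by RNA-seq at E14.5, and microglia from SPF female and male embryos at E18.5. Each of these 4 groups had 3 libraries. The total depth was 12557305, 11367004 and 6522831 reads in the E14.5 SPF libraries and 14435558, 8988514 and 7164085 in the E14.5 GF libraries. It was 5157205, 10942783 and 7661775 reads in E18.5 SPF females and 8240683, 9130402 and 8493222 in E18.5 SPF males. Libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom between 8.64 and 35.8 over genes of the count table, so no 2 columns were the same library sequenced again. This does not show that they came from separate samples, and each was treated as a replicate on the basis of the labels. The 10 most abundant genes took between 10.8% and 13.4% of the reads of a library.

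On the first principal component of log2(CPM + 1), which held 35.8% of the variance over 17258 genes, the groups overlapped. On the second, with 13.2% of the variance, all 6 E18.5 libraries had scores above 0 and all 6 E14.5 libraries had scores below 0.

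**Figure D1:**
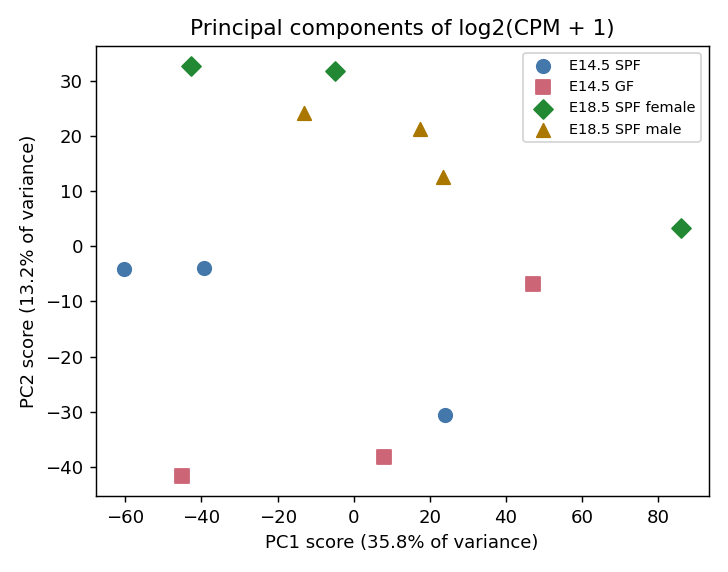
Principal component scores of the 12 libraries, with PC1 (35.8% of the variance) on the x axis and PC2 (13.2%) on the y axis; each point is a library, coloured by group. The E18.5 libraries lie above 0 on PC2 and the E14.5 libraries below 0, while PC1 does not separate the groups.

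The genes *Xist*, on X, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, on Y, were used to check the sex labels at E18.5. *Xist* (ENSMUSG00000086503.3, a long noncoding RNA gene at X, 103460375 to 103483217 in mm10) was at 595 ± 59.0 CPM (SD, n = 3) in libraries labelled female and 8.53 ± 8.22 CPM (SD, n = 3) in those labelled male, a difference of 6.31 on the log2(CPM + 1) scale (SE 0.35, limma adjusted p 5.1e-09). *Eif2s3y* was at 0.183 ± 0.317 CPM in females and 72.3 ± 0.841 CPM in males (SD, n = 3 each). *Ddx3y* and *Uty* had 0 reads in all 3 female libraries and were at 79.7 ± 16.9 CPM and 45.4 ± 1.45 CPM in males (SD, n = 3 each). Against the floor of 3 counts, *Uty* was at least 78-fold higher in males. *Kdm5d* was at 0.244 ± 0.422 CPM in females and 32.0 ± 10.8 CPM in males (SD, n = 3 each). All 6 labels matched the expression of these genes. The labels give no sex at E14.5. There, *Xist* was at 280 ± 125 CPM in SPF and 222 ± 78.3 CPM in GF libraries (SD, n = 3 each; exact permutation test, two-sided, p = 0.6), and the 4 Y genes together were at 107.5 ± 65.4 CPM in SPF and 130.1 ± 42.0 CPM in GF libraries (p = 0.7 in the same exact test).

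The comparison of GF with SPF microglia at E14.5 asks whether the maternal microbiota affects microglia before birth. Of 12515 genes tested in the count table, 4 had an adjusted p under 0.05 and 2 passed all criteria, both lower in GF. These were *Ly86* and *Aoah*. *Ly86* (ENSMUSG00000021423.5, protein coding, chromosome 13, 37345345 to 37419036 in mm10) was at 206 ± 23.1 CPM in GF and 712 ± 57.0 CPM in SPF libraries (SD, n = 3 each). Its log2 fold change was -1.87 (SE 0.17; edgeR quasi-likelihood test, adjusted p 0.00012). *Aoah* (ENSMUSG00000021322.7, protein coding, chromosome 13, 20794119 to 21024252) was at 60.6 ± 11.6 CPM in GF and 154 ± 19.4 CPM in SPF libraries (SD, n = 3 each), with a log2 fold change of -1.43 (SE 0.21; edgeR adjusted p 0.0354). The CPM ranges of the groups did not overlap for either gene. On recovered reads from all chromosomes, 16559 genes were tested and again 4 had an adjusted p under 0.05 and 2 passed all criteria, the same 2 genes. The count was most sensitive to the filter on low counts, without which 27 genes passed. Among genes of at least 25 CPM, 11.5% had ranges that did not overlap between the groups, where chance alone gives 10%.

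**Figure D2:**
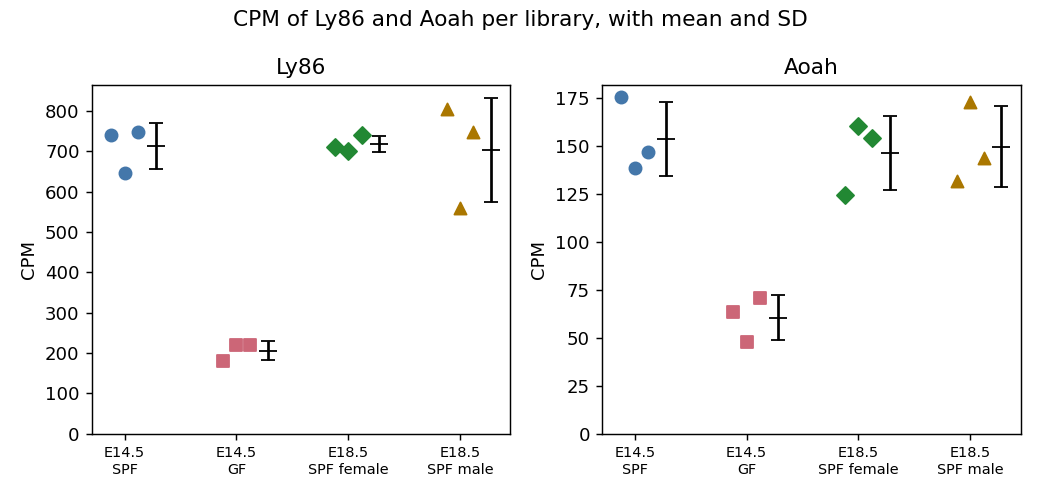
CPM of *Ly86* (left) and *Aoah* (right) on the y axis, by group on the x axis; points are libraries and bars give the mean and SD of 3 libraries. The 3 E14.5 GF libraries lie below the 9 SPF libraries for both genes, at 179 to 219.9 CPM against 559 to 805 CPM for *Ly86*.

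The other 2 genes with an adjusted p under 0.05 were below 25 CPM on average and are named because the count is small. *Gpr137b-ps* (chromosome 13, 12619084 to 12650297), a transcribed pseudogene, was at 2.57 ± 0.676 CPM in GF and 36.8 ± 1.20 CPM in SPF libraries (SD, n = 3 each; edgeR adjusted p 0.000118). *Gm28438* (chromosome 1, 24612775 to 24613119), an unprocessed pseudogene, was at 17.5 ± 2.31 CPM in GF libraries and had at most 3 reads in each SPF library, so it was at least 38.2-fold higher in GF (edgeR adjusted p 0.00012). Both share sequence with another gene, *Gpr137b* and *mt-Nd3* respectively, and their counts are uncertain for that reason.

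Of the 6 gene sets, 4 passed an adjusted p of 0.05 at E14.5, with the correlation between genes of a set preset. Cytoplasmic ribosomal protein genes were higher in GF, with a median log2 fold change of 0.26 over 60 genes (58 higher; camera adjusted p 6e-11). Homeostatic microglia genes were lower, with a median of -0.42 over 18 genes (2 higher; adjusted p 6.5e-16). Immediate-early genes had a median of -0.47 over 19 genes (adjusted p 0.000655), and interferon-stimulated genes of -0.16 over 20 genes (adjusted p 0.0101). None of the sets passed when the correlation between genes was estimated from the data. Summed over the set in the CPM table, homeostatic genes were at 27695 ± 2699 CPM in GF and 32219 ± 560 CPM in SPF libraries (SD, n = 3 each; exact permutation test, p = 0.1, the smallest that 3 libraries against 3 can give). The same exact test on summed levels gave p = 0.2 for ribosomal protein genes, 0.2 for interferon-stimulated genes and 0.6 for immediate-early genes.

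The comparison of E18.5 SPF females with males asks whether microglia differ by sex before birth. None of 12523 genes in the count table passed the criteria and 0 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, while 288 genes (2.3%) had an unadjusted p under 0.05. On recovered reads from all chromosomes, 6 of 16488 genes had an adjusted p under 0.05, namely the 5 genes of the sex check and *Rac1*, and 4 passed all criteria. *Rac1* (ENSMUSG00000001847.14, protein coding, chromosome 5, 143503634 to 143528036) was at 229 ± 94.8 CPM in females and 58.6 ± 25.2 CPM in males (SD, n = 3 each), with a log2 fold change of 1.98 (SE 0.31; edgeR adjusted p 0.0317). On the count table *Rac1* had a similar unadjusted p (1.12e-05 against 1.15e-05 on recovered reads), but its adjusted p was 0.1401, since the 5 genes of the sex check, which rank above it on recovered reads, are not in that table. With limma on log2(CPM + 1), 10 genes passed, 8 of them higher in females. Immediate-early genes were the only set past the threshold between the sexes, with a median log2 fold change of 0.09 over 18 genes (12 higher; camera adjusted p 0.0304), and this did not hold on recovered reads (adjusted p 0.266).

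The comparison of E18.5 with E14.5 SPF libraries asks how microglia change over this part of embryonic life. The E18.5 libraries were of known sex and the E14.5 libraries were not, so stage cannot be separated from sex composition for genes that differ by sex. Of 15247 genes tested, 68 had an adjusted p under 0.05 and 51 passed all criteria, 25 higher and 26 lower at E18.5. On recovered reads, 77 of 19978 genes passed, including all 51 of these. Apart from leaving out libraries, the count was moved most by limma on log2(CPM + 1), which gave 144 genes. Without E14.5 SPF library 2 it fell to 18. Among genes of at least 25 CPM, 15.5% had ranges that did not overlap between the stages. The 10% that chance gives at E14.5 is not the measure here, since more libraries were compared and chance gives a lower share.

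Among genes with CPM ranges that did not overlap, the largest rises were in *Cbr2*, *Adam8* and *Cd163*. *Cbr2* (ENSMUSG00000025150.10, chromosome 11, 120729489 to 120732114) rose from 11.9 ± 9.63 CPM (SD, n = 3) to 97.1 ± 30.04 CPM (SD, n = 6), a log2 fold change of 2.90 (SE 0.46; edgeR adjusted p 0.00293). *Adam8* (ENSMUSG00000025473.16, chromosome 7, 139978932 to 139992562) rose from 7.56 ± 1.70 to 55.7 ± 12.7 CPM, a log2 fold change of 2.78 (SE 0.25; adjusted p 3.06e-06). *Cd163* (ENSMUSG00000008845.9, chromosome 6, 124304656 to 124330527) rose from 114.7 ± 59.5 to 728 ± 69.8 CPM, a log2 fold change of 2.59 (SE 0.50; adjusted p 0.0154). With the same limit on ranges, the largest falls were in *Hbb-y*, *Sox11* and *Igf2bp1*; *Nfkbid* fell more than the last 2 (log2 fold change -2.24, edgeR adjusted p 0.0426), but its ranges overlapped. *Hbb-y* (ENSMUSG00000052187.3, chromosome 7, 103851745 to 103853240), which belongs to the beta-globin family, fell from 107.3 ± 20.6 to 0.590 ± 0.384 CPM, with 8 reads or fewer in each E18.5 library, and its log2 fold change was -7.52 (SE 0.83; adjusted p 5.27e-05). *Sox11* (ENSMUSG00000063632.6, chromosome 12, 27334264 to 27342574) fell from 108.6 ± 50.7 to 29.1 ± 6.39 CPM, a log2 fold change of -1.94 (SE 0.26; adjusted p 0.000683). *Igf2bp1* (ENSMUSG00000013415.9, chromosome 11, 95957163 to 96005940) fell from 109.2 ± 30.96 to 29.7 ± 9.62 CPM, a log2 fold change of -1.90 (SE 0.25; adjusted p 0.000683). All 6 genes are annotated as protein coding. Whether they changed within microglia or with other cells in the sorted pools was not tested.

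**Figure D3:**
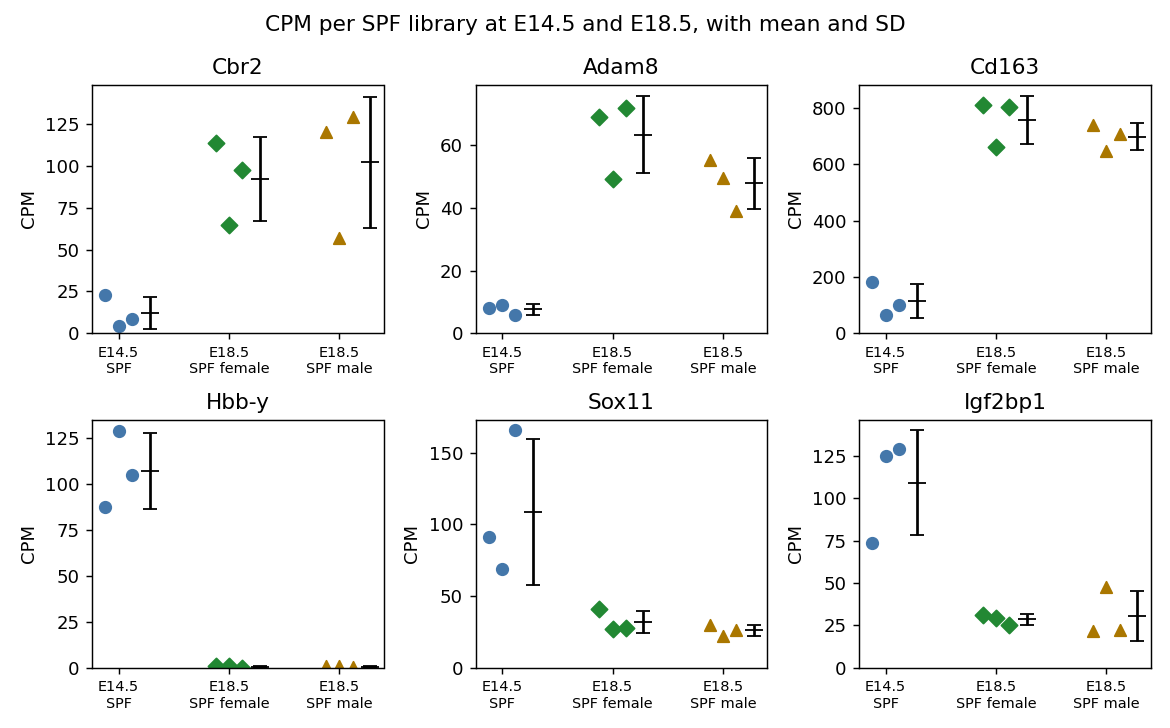
CPM on the y axis of the 3 genes that rose most (top row) and fell most (bottom row) between E14.5 and E18.5 SPF libraries, among genes whose ranges did not overlap, by group on the x axis; points are libraries and bars give the mean and SD of 3 libraries. For each gene the 6 E18.5 libraries lie on one side of the 3 E14.5 libraries.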

Values the study reported

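The study reported 19 differentially expressed genes between SPF and GF microglia at E14.5, and named *Ly86* and *Aoah* among them.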

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

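Genes on X and Y lie outside the count table, so they enter the counts of changed genes on recovered reads and with limma only, and 3 signals there were above the level that 3 counts can show. Of the tests below, the one on reads spread over the genome was set down before its result was seen, and the others after.

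*Xist* reads were present in all 3 libraries labelled E18.5 SPF male, at a mean of 8.53 CPM. Male library 2 had the most, with 164 reads or 17.96 CPM (95% Wilson interval 15.4 to 20.9), against 24 and 40 reads in libraries 1 and 3. Reads spread over the genome were weighed first. The reads per kilobase of silent gene families would give 3.798 CPM over the 17.9 kb of *Xist* in male library 2 (upper 95% Poisson bound 5.15), below the observed value, so background of that kind does not account for it there. In male libraries 1 and 3 the same estimate was 6.92 and 7.91 CPM, above the observed 2.91 and 4.71 CPM. Cells or reads from female samples remain possible, since the level in male library 2 was 3.02% of the female mean. A matching loss of Y gene reads would be smaller than their spread between male libraries (SD 5.83% of the mean), so this cannot be tested. No biological explanation was tested.

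In E18.5 SPF female library 2, the 4 Y genes together had 14 reads, with 8 in *Kdm5d*, 6 in *Eif2s3y* and 0 in *Ddx3y* and *Uty*. The other 2 female libraries had 0. If the reads came from male samples and each were an independent molecule, the chance that all would fall in these 2 genes is 1.61e-05, given the genes' shares in the male libraries. Because amplified copies of a few molecules could give the same reads, male material cannot be excluded on this test. No biological explanation was tested.

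All 6 E14.5 libraries, whose sex the labels do not give, had both *Xist* and Y gene reads, and the lowest summed level of the 4 Y genes was 35.9 CPM, in SPF library 3. The paper states that embryonic replicates were pools of several brains, and its E14.5 comparison is not split by sex. A candidate explanation is therefore that each library pooled embryos of both sexes. *Xist* relative to the E18.5 females plus Y genes relative to the E18.5 males would then come to about 1 in each library. The mean over the 6 libraries was 0.939, with a range from 0.687 in GF library 1 to 1.16 in GF library 3. The sum in GF library 1 was the farthest from 1. How close to 1 a sum must be was not fixed before the values were seen, so the test cannot decide on any library. This leaves other explanations open, including a change of these genes with stage. Relative *Xist* ran from 26.95% in GF library 2 to 69.4% in SPF library 3, so the pools may differ in sex composition by more than the groups do.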

How the results depend on the processing

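No paired analysis was possible because the columns carry no replicate numbers. Limiting the fit to the groups compared is the same fit at E14.5 and between the sexes, the exact test cannot take the averaged stage contrast, and the count table holds no mitochondrially encoded genes or spike-ins to leave out, so these alternatives were not run there. The stage comparison already used all 12 libraries. Settings on recovered reads, limma and the silent-family covariate were chosen after seeing the data.

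For GF against SPF at E14.5, 2 genes passed and 7 of 14 settings gave a count within 1.5 times of this. DESeq2 gave 19 genes, the edgeR exact test 11, no filter on low counts 27, testing only genes of at least 25 CPM 1, all 12 libraries in one fit 4, no CPM minimum 4 and the silent-family covariate 1. Genes higher in GF were 2 of 19 with DESeq2, 3 of 11 with the exact test, 14 of 27 without the filter and 1 of 4 without the CPM minimum. The other settings called only genes lower in GF. Leaving out one library gave from 1 to 22 genes, the highest without GF library 3. Without SPF library 3, GF library 1 and GF library 3, respectively, 2 of 3, 2 of 4 and 6 of 22 genes were higher in GF. The other fits called only genes lower in GF. *Ly86* passed all criteria in all 14 settings (adjusted p 2.15e-28 to 0.000686) and in the 6 fits without one library. *Aoah* kept its direction everywhere but lost significance with the 25 CPM filter (adjusted p 0.0589), with the covariate (adjusted p 0.204) and in 4 of the 6 fits without one library (adjusted p up to 1 over the 6). Its adjusted p over the 14 settings ranged from 2.07e-07 to 0.204. The cause was not tested.

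Between E18.5 SPF females and males, 0 genes passed (288 at an unadjusted p under 0.05). DESeq2 gave 5 genes, the exact test 7, no filter 10, only genes of at least 25 CPM 3, recovered reads 4 with or without mitochondrial genes, limma 10 with either pseudocount and the covariate 1. Leaving out one library gave from 0 to 6 genes. In the settings on the count table, all genes that passed were higher in females. Recovered reads add X and Y genes; otherwise the cause was not tested. The 5 sex check genes kept direction and significance in their 3 alternatives and 6 fits without one library.

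For E18.5 against E14.5, 51 genes passed. DESeq2 gave 121, no filter 97, only genes of at least 25 CPM 129, only the SPF groups 102, recovered reads 77 with or without mitochondrial genes and limma 144 and 138 with a pseudocount of 1 and 0.1. At least 49 of the 51 genes were among those called in each of these settings. Of the calls, 49% were higher at E18.5, against 37.3% without E14.5 SPF library 3, 43.8% with DESeq2, 44.2% on recovered reads, 62% with the 25 CPM filter and 60.7% with the covariate, under which 38 of the 51 genes were called. Leaving out one library gave from 18 to 51 genes. *Cd163* was not significant with the covariate (adjusted p 0.057, against 1.84e-23 to 0.057 over the settings) or without E14.5 SPF library 2 (adjusted p 0.1254). The other 5 named genes passed throughout. Why these counts moved was not tested. Scaling by library size alone moved the median log2 change of all genes from 0.03 to 0.10 at E14.5 and from 0.07 to 0.12 between stages.

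Of 12 pairs of gene set and comparison, 5 passed. With the correlation between genes estimated from the data 0 passed, with 1 at an unadjusted p under 0.05. Leaving out one library gave from 2 to 8 pairs. The median of immediate-early genes turned to 0.0907 without E14.5 SPF library 2 (range -0.81 to 0.09 over 6 fits), and between the sexes it turned to -0.15 without female library 3 and -0.08 without male library 1 (range -0.15 to 0.43). The ribosomal set lost significance without GF library 1 (median 0.09, adjusted p 0.256), and the interferon set without SPF library 2 or GF library 3 (adjusted p 0.0768 and 0.143). Immediate-early genes also lost significance without GF library 2 (adjusted p 0.0822) and, between the sexes, without female library 2 (adjusted p 0.503). The homeostatic set stayed below 0 and past the threshold in all 6 fits that left out one E14.5 library, at a median from -0.59 to -0.35. Of the 18 named genes and sets followed one by one, 11 stayed on the same side of the threshold in every setting run for them.

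At the lowest depth of 5157205 reads, 3 counts are 0.582 CPM, so the genes at 25 CPM or more are well covered. For E14.5, 57 of 100 simulated log2 changes of 1 were recovered with 200 genes changed. Smaller changes, fewer changed genes or changed genes under 25 CPM were not simulated.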

Other observations

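All patterns here were noticed in the data, and the tests on shuffled positions, on the identity of the transcripts, on the other mitochondrial genes, on sequencing depth and on neutrophil markers were chosen after their results were seen at least in part.

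At E14.5, 2 genes passed the criteria between GF and SPF. That is lower than the value quoted from the study above, but the count ran from 1 to 27 over the 14 settings, with 19 from DESeq2. The study names edgeR, and this DESeq2 fit used the count table, which stops within chromosome 13. Which genes it shares with the study's list was not checked, so the equal numbers do not show the same result. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave at least as many genes as the real split in the main test. The share cannot go under 0.1 with 10 splits. The other split gave 7 genes and set GF libraries 1 and 2 and SPF library 3 against the rest, which are the 3 libraries with the most reads of neutrophil markers (734, 448 and 134 CPM against 19.2 to 94.1 CPM).

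The genes that separate GF from SPF at E14.5 were concentrated on chromosome 13. On recovered reads, 15 of the 100 genes with the lowest p lay there (2 higher and 13 lower in GF), while the chromosome holds 3.5% of the 16559 genes tested. In a permutation test with 10000 shuffles of gene positions no chromosome reached as strong an excess (p = 1e-04, the smallest that these shuffles can give). The genes run from *Gpr137b-ps* at 12.6 Mb to *Nnt* at 119.3 Mb and include *Aoah* at 20.8 Mb and *Ly86* at 37.3 Mb. Chromosome 1 held 17 of the 100 genes, against 6.97% of those tested. The excess on chromosome 13 was not explained by level, length and GC content of the genes (permutation test with matched shuffles, p = 1e-04, again the smallest possible). With the silent-family covariate, 13 of the 100 genes with the lowest p lay on chromosome 13. Between E18.5 females and males 4 of 100 genes lay on chromosome 13, which speaks against sex composition of the pools. The median log2 change of all tested chromosome 13 genes departed from that of other genes by -0.0702, which speaks against a change in copy number. Of the 10 splits of the 6 libraries, 1 (the real one) had 15 or more such genes and the others had 0 to 6, but 10 splits cannot exclude chance. A candidate explanation is that the GF and SPF animals carried different alleles along chromosome 13, so that the lower *Ly86* and *Aoah* may reflect genotype in place of, or in addition to, the microbiota. The paper gives the same strain name for its SPF and GF mice and housed both at the same germ-free facility. Genotype was not checked here. In a separate assay of chromatin accessibility, the paper also lists *Ly86* among genes with regions that differed between GF and SPF microglia. That assay also compared GF with SPF animals, so it does not separate genotype from microbiota. Microbiota status and colony cannot be told apart in these 6 libraries. The E18.5 SPF libraries resembled E14.5 SPF, with *Ly86* at 711 ± 82.7 CPM and *Aoah* at 148 ± 18.1 CPM (SD, n = 6).

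Reads of *mt-Nd3* (mitochondrial genome, 9459 to 9806) and *Gm28438* traded places between the groups. In the 3 GF libraries *Gm28438* held 97.8% to 100% of the reads of the pair, and in the 9 SPF libraries of both stages 0% to 4.05% (exact permutation test over 220 splits, two-sided, p = 0.00455). The annotated transcripts are identical at 99.7% of 345 aligned bases and differ at 1 base, so a single variant in the mitochondrial genome of the GF animals could move reads from the gene to its nuclear copy. The other 11 mitochondrially encoded protein genes tested had a median log2 change of 0.19 and went both ways (range -0.82 to 0.72). None of them fell as far as *mt-Nd3*, whose log2 change on recovered reads was -5.58. The pair's summed level was 17.7 ± 2.49 CPM in GF and 10.1 ± 5.01 CPM in E14.5 SPF libraries (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). This was not tested on sequence reads, and reads shared between copies remain the explanation that these values favour. On chromosome 13, *Gpr137b-ps* was at 2.57 CPM in GF and 36.8 CPM in E14.5 SPF and *Gpr137b* was at 147 ± 19.8 CPM in GF and 79.4 ± 13.1 CPM in SPF (SD, n = 3 each). Of the 25-base words in the transcripts of *Gpr137b-ps*, 39.4% also occur in those of *Gpr137b*. Reads moving between the 2 genes would cover only part of the rise of *Gpr137b*, since their sum went from 116.2 ± 13.9 CPM in SPF to 149.9 ± 19.5 CPM in GF (SD, n = 3 each). In E18.5 SPF libraries *Gpr137b* was at 104 to 139 CPM, which overlaps the 125.2 to 163.5 CPM of the GF libraries.

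Libraries with fewer reads had more genes detected. Over the 12 libraries, genes detected fell with log10 total reads (Pearson's r = -0.79, permutation p = 0.00202; Spearman's rho = -0.77, p = 0.00514; r = -0.79 without the 2 libraries farthest from the median). With all libraries thinned to 5157205 reads, r was -0.88 (permutation p = 0.00018, adjusted p 0.0009 over 15 relations), so depth is not the cause. Within stages r was -0.87 at E14.5 (exact permutation p = 0.0528) and -0.89 at E18.5 (exact p = 0.0319), but at E18.5 it was 0.02 without the 2 farthest libraries, so there it rests on those. Reads of silent gene families ran from 136 CPM in E14.5 SPF library 1 (95% Wilson interval 129 to 142) to 1569 CPM in E18.5 SPF female library 1 (1536 to 1604). Reads spread over the genome, such as from genomic DNA, are a candidate source. The highest CPM per kilobase among the 5 families was 1.6 times the lowest (0.293 in olfactory against 0.184 in vomeronasal receptors). This ratio was not set against counting error, so it cannot tell whether the spread was even and does not settle the source. The silent reads also followed *Gm10800* (r = 0.92, permutation p = 6e-05, adjusted p 0.00045; rho = 0.85, p = 0.00082; r = 0.85 without 2 libraries; r = 0.91 within E14.5 and 0.93 within E18.5) and the PC1 score (r = 0.97, permutation p = 1e-05, the smallest possible, adjusted p 0.00015; rho = 0.94, p = 4e-05; r = 0.97 without 2 libraries; r = 0.97 within E14.5 and 0.96 within E18.5). The axis with the most variance between these libraries may therefore reflect such background.

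The gene sets past the threshold at E14.5 are not separated from library variation. Of the 10 splits of the 6 libraries, 5 gave as many sets, up to 5 of 6. With the silent-family covariate 3 sets passed, of which 2 were among the 4 that passed without it. These were homeostatic genes, lower in GF (median -0.53), and ribosomal protein genes, higher in GF (median 0.43). Interferon-stimulated and immediate-early genes did not pass (adjusted p 0.271 and 0.0683), so background reads cannot be excluded for them, while oxidative phosphorylation genes passed only with the covariate (adjusted p 1.89e-09). Neutrophil markers were at 55.1 to 734 CPM in GF and 19.2 to 134 CPM in SPF libraries (exact permutation p = 0.3). The ranges overlapped, so neutrophil RNA was not higher in every GF library, but with 3 libraries against 3 it cannot be excluded. Between E18.5 females and males no set passed when adjusted within that comparison, so all 10 of the 10 splits had to give as many, and the other splits gave 1 to 5.

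For counts of genes between E18.5 females and males, the real count was 0 (288 at an unadjusted p under 0.05), so all 10 splits of the 6 libraries had to give as many, and their number carries no information. The other splits gave 2 genes at most. For the stage comparison, the 9 SPF libraries were split into 3 and 6 in all 84 ways and fitted as 2 groups. Of these, 1 split gave as many genes as the real one, namely the real one itself, and the next highest gave 12. With the silent-family covariate in the main fit 56 genes passed, including 38 of the 51 genes. Background reads therefore do not account for the whole difference but cannot be excluded for the rest of the 51. The difference may thus reflect developmental stage, as a hypothesis, with sex composition of the E14.5 pools not excluded for sex-dependent genes. Other cells in the sorted pools are not excluded either, since no marker genes were tested between stages. *Hbb-y* ran from 17.2 to 902 CPM among the E14.5 GF libraries. Summed markers of red blood cells did not fall with it between stages. They were at 672 ± 41.5 CPM in E14.5 SPF, 1108 ± 510 CPM in E18.5 SPF female and 767 ± 352 CPM in E18.5 SPF male libraries (SD, n = 3 each).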
